A study of Mus musculus with 7 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

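Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on resting CD8-positive T cells (CD8-TC), the lymphocytes that kill infected cells, isolated from mouse spleen. Cells of 18 mice were pooled per the labels. The 7 libraries fell into 3 groups. The Runx3 group held 3 libraries of 2 biological repeats, made with a rabbit antiserum against the transcription factor Runx3. The H3K4me1 group held 2 libraries made with a monoclonal antibody against histone H3 monomethylated at lysine 4, a mark of enhancers. The control group held 2 libraries made with non-immune rabbit serum (NIS). Chromatin was sheared to fragments of about 300 bp, and reads of 40 to 42 bp were obtained per the labels.

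The authors aligned the reads to the mouse genome build mm9 with ELAND and kept uniquely aligned reads. They joined the reads of both repeats of each antibody and called peaks with MACS against the joined NIS libraries, after scaling the larger data set down to the smaller one. The deposited result is 1 list of regions for Runx3 and 1 for H3K4me1. Each list gives a chromosome, a start and an end in base pairs, and a name. The deposited lists hold neither score, summit, fold enrichment nor p-value, so that the regions could be compared by position and width but not by height. Because calls were made on joined repeats, the spread between repeats cannot be derived from the lists, and no value below has a replicate error. The lists hold no read counts, so the depth behind a single region is unknown here. Intervals are 95% confidence intervals that cover counting error over regions, and regions that lie next to each other are not independent. Both lists were called against the same NIS libraries. A local deficit of NIS reads would raise both calls at the same place and could not be simulated without reads, so its share in the overlap was not tested.

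The positions were used with the NCBIM37 genome sequence, which is the build mm9, and with the GENCODE annotation of that build. All regions lay within the lengths of chromosomes 1 to 19 and X. Starts were moved by 1 bp so that positions are given as in a genome browser. A Runx3-bound region counted as overlapping when it shared at least 1 bp with an H3K4me1-marked region. Shares have Wilson intervals, and medians have order-statistic intervals. The chance level of overlap and clustering came from 1000 random placements of the Runx3-bound regions, each on its own chromosome at its own width, with a one-sided permutation test. Differences in median width were tested by two-sided permutation tests with 100000 resamples for Runx3-bound and 10000 for H3K4me1-marked regions. Counts per chromosome were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 20 chromosomes. Against the H3K4me1-covered length, exact binomial tests were used instead, with the covered share taken as fixed. Distance to the nearest transcription start site (TSS) was measured from the midpoint of a region over all annotated transcripts and binned at 1, 5 and 50 kb. The random shares by TSS distance came from fewer than 1000 placements, which were kept outside assembly gaps. The RUNX motif TG(T/C)GG(T/C) was searched on both strands in each region and in windows of the same width 5 kb up- and downstream, and the shares were compared by Fisher's exact test.

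Further steps were chosen after the data were examined. The search in the 200 bp around each midpoint, an alternative set beforehand for all regions, was also used for subsets of regions and for single variants of the motif. All 2080 distinct 6-mers (a 6-mer and its reverse complement counted as 1) were ranked in those windows against windows 5 kb away. Degenerate motifs were the 85980 motifs of 6 bp that allow 2 bases at up to 2 positions and hold no RUNX-like 6-mer, compared with 1000 shuffles of midpoint and flank windows within regions. A window was called repeated when at least 50% of its 24-mers occurred 10 or more times in the genome. Genes were associated with regions through a basal domain of 5 kb upstream and 1 kb downstream of the TSS of each protein-coding gene, extended up to 1 Mb towards the neighbouring basal domain.

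Before the data were examined it was set that the 10 regions with the highest score would be named, or the 10 widest in a list without scores, which applied here, together with 4 loci: Cd4, Cd8a to Cd8b1, Ncr1, and Klrb1a to Klrb1f, each with a margin of 5 kb. The comparison of scores between Runx3-bound regions with and without H3K4me1, and the alternatives that needed a score, were not run for the same reason. The alternatives were a minimum cover of 50%, the midpoint inside, Runx3-bound regions set to 200 bp, H3K4me1-marked regions at or above their median width, neighbours within 1000 bp merged, autosomes only, placement by rotation or by a shift of 10 to 100 kb, neighbours within 50 kb, H3K4me1-covered length per chromosome, distance from the nearest edge, protein-coding transcripts only, and for the motif the 200 bp around the midpoint or random windows as background.

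The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0, statsmodels 0.14.6 and matplotlib 3.10.9. The routines were tested on simulated data with known answers, and 11 of 11 checks passed. In 1 of them, 4934 randomly placed regions gave an overlap of 0.960 times the random mean. In another, a planted overlap of 61.8% was returned as 61.6%.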

Results

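Genomic occupancy of Runx3 and the enhancer mark H3K4me1 was measured by ChIP-seq in resting splenic CD8-TC. The Runx3 group held 3 libraries and the H3K4me1 and NIS groups held 2 each, and the called regions of each antibody formed 1 list joined over its repeats. The Runx3 list held 4934 regions with a median width of 851 bp (95% interval 843 to 858 bp, range 327 to 5232 bp). Together they covered 4.25 Mb or 0.161% of the chromosomes. The H3K4me1 list held 76705 regions with a median width of 979 bp (interval 973 to 986 bp, range 239 to 51809 bp), which covered 109 Mb or 4.14%. The lists carry no read counts and no replicate values, so the tests below compare sets of regions within these pooled lists. Merging neighbours within 1000 bp left 48155 H3K4me1-marked regions, with a median width of 1536 bp, and 4835 Runx3-bound regions.

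The first comparison asked how many Runx3-bound regions carried the enhancer mark. Of the 4934 Runx3-bound regions, 3889 (78.8%, interval 77.7 to 79.9%) overlapped an H3K4me1-marked region and 1045 did not. Random placement of the same regions gave a mean of 317 overlapping regions ± 17.3 (SD over 1000 placements), or 6.43%. The observed number was 12.3-fold higher than this mean, with a one-sided permutation p of 0.001, the smallest that 1000 placements can give. When each region was shifted by only 10 to 100 kb, which keeps its neighbourhood, the random mean rose to 891 ± 24.3 regions and the excess was 4.36-fold (permutation p = 0.001), the largest change among the alternatives. Requiring the Runx3 midpoint to lie inside an H3K4me1-marked region lowered the observed share to 66.1% (interval 64.8 to 67.4%). Seen from the other side, 4213 of the 76705 H3K4me1-marked regions (5.49%, interval 5.33 to 5.66%) overlapped a Runx3-bound region.

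**Figure D1:**
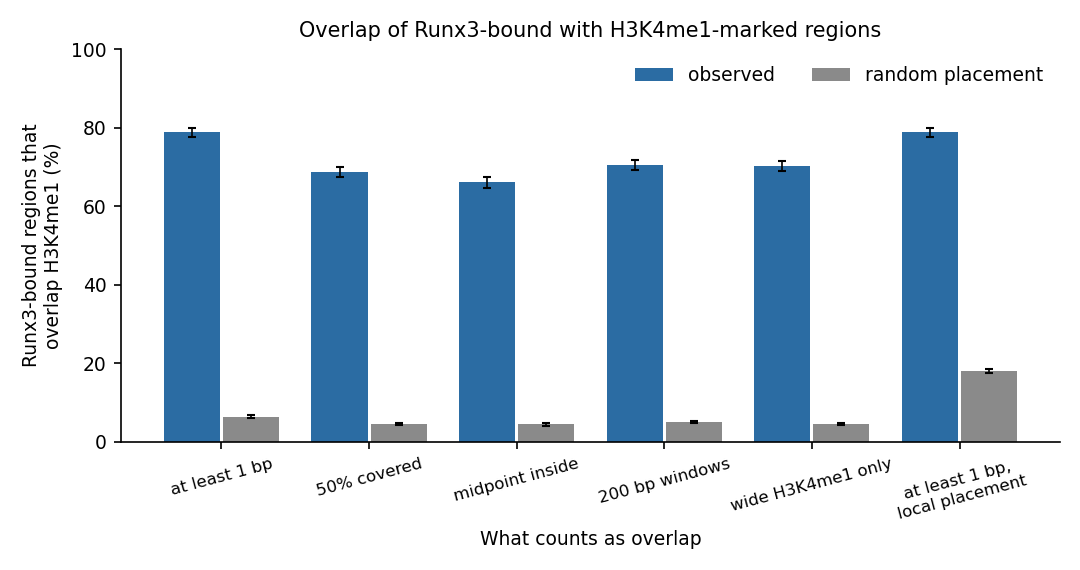
Share of Runx3-bound regions that overlap an H3K4me1-marked region (vertical axis, %) under 5 definitions of overlap, and under local placement, as observed (blue, with 95% Wilson intervals) and for 1000 random placements (grey, mean and SD). The observed shares lie between 66.1% and 78.8%, and the random shares between 4.41% and 18.1%.

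Regions of both lists were wider where the lists overlapped. Runx3-bound regions with H3K4me1 had a median width of 881 bp (interval 873 to 889 bp) against 729 bp (720 to 744 bp) for those without, a difference of 152 bp (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). H3K4me1-marked regions with Runx3 had a median width of 2260 bp (2180 to 2320 bp) against 946 bp (940 to 952 bp) for the others, a difference of 1314 bp (permutation p = 0.0001, the smallest that 10000 resamples can give). A wider region has a larger chance of overlap, which the random placements keep and the comparison of widths does not. With the midpoint criterion the difference on the Runx3 side was 101 bp (permutation p = 1e-05).

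Runx3-bound regions occurred in groups. A neighbour within 10 kb was found for 966 regions (19.6%), against 4.15% ± 0.384 (SD) for randomly placed regions, a 4.72-fold excess (one-sided permutation p = 0.001). Within 50 kb the share was 44.3% against 18.0% ± 0.727, or 2.46-fold (permutation p = 0.001).

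The distribution over chromosomes was compared with that of the H3K4me1-marked regions. Chromosome X held 138 Runx3-bound regions (2.80% of the list) and 1409 H3K4me1-marked regions (1.84%), an odds ratio of 1.54 with a Benjamini-Hochberg adjusted p of 0.000114 (Fisher's exact test, unadjusted p = 5.68e-06). Chromosome 3 held 301 Runx3-bound regions (6.10%) against 5.02% of the H3K4me1-marked regions, an odds ratio of 1.23 (Fisher's exact p = 0.00118, adjusted p = 0.0118). None of the other 18 chromosomes passed an adjusted p of 0.05, and 4 of the 20 had an unadjusted p under 0.05. Set against the H3K4me1-covered length, chromosome 11 was also called, with an odds ratio of 0.823 (exact binomial test, adjusted p = 0.00471). That test takes the share of covered length as free of error. With neighbours merged chromosome 8 was also called, with 0.809 (Fisher's exact test, adjusted p = 0.0434). On chromosome X, 96 of the 138 Runx3-bound regions (69.6%) lacked H3K4me1, whereas 949 regions (19.8%) lacked it on the autosomes. Both lists were sparser on chromosome X, with 0.828 Runx3-bound regions per Mb against 1.94 on the autosomes, and 8.45 H3K4me1-marked regions per Mb against 30.5.

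**Figure D2:**
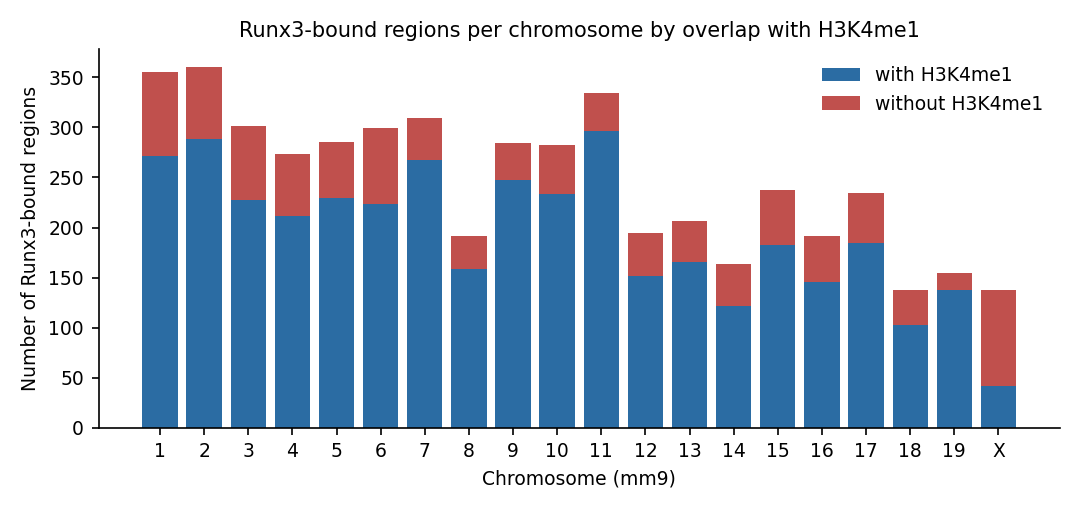
Number of Runx3-bound regions (vertical axis) on each chromosome of mm9 (horizontal axis), split into regions with (blue) and without (red) H3K4me1. On chromosome X 42 regions overlap H3K4me1 and 96 do not, and on each autosome most regions overlap it.

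The position relative to TSSs was examined to separate promoter-proximal from remote binding. Of the Runx3-bound regions, 3152 (63.9%, interval 62.5 to 65.2%) lay more than 5 kb from the nearest TSS, fewer than the 83.2% ± 0.518 (SD) of randomly placed regions. There were 1022 regions (20.7%, 19.6 to 21.9%) less than 1 kb from a TSS, where random placement gave 4.29% ± 0.328. Between 1 and 5 kb there were 760 regions (15.4%), between 5 and 50 kb 2228 (45.2%), and beyond 50 kb 924 (18.7%, random 36.8% ± 0.625). With the TSSs of protein-coding transcripts alone the share beyond 5 kb was 70.8% (interval 69.5 to 72.0%, random 89.6%), the largest change among the alternatives. Overlap with H3K4me1 differed between the bins. It was found for 88.6% (86.5 to 90.4%) of the regions less than 1 kb from a TSS, 91.3% (89.1 to 93.1%) between 1 and 5 kb, 82.8% (81.2 to 84.3%) between 5 and 50 kb, and 48.2% (45.0 to 51.4%) beyond 50 kb. Accordingly, 45.8% of the regions without H3K4me1 but 11.4% of those with it lay more than 50 kb from a TSS.

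**Figure D3:**
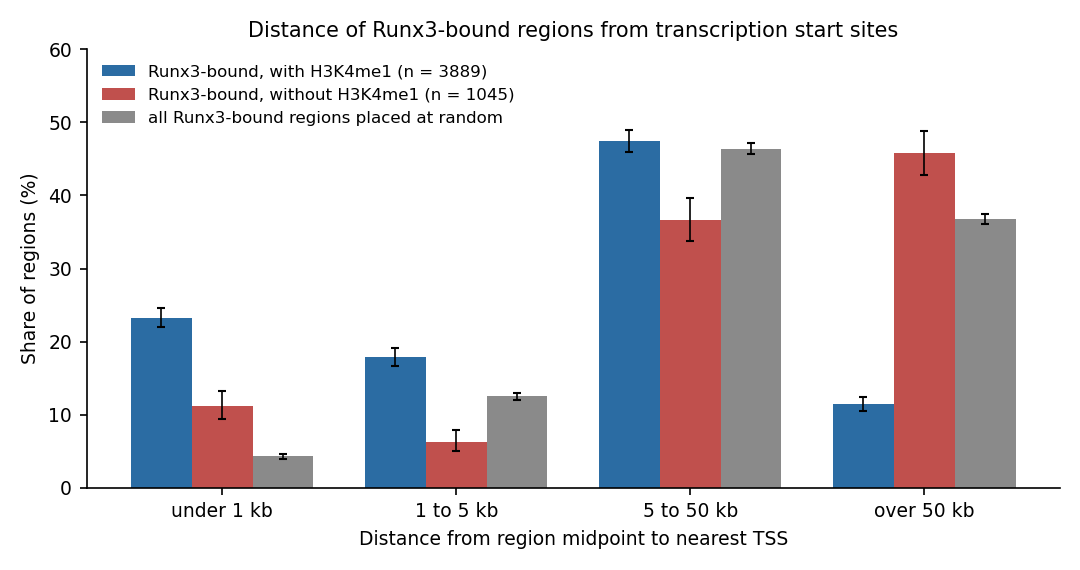
Share of regions (vertical axis, %) in 4 bins of distance between region midpoint and nearest TSS (horizontal axis). Blue shows Runx3-bound regions with H3K4me1 and red those without, with 95% Wilson intervals. Grey shows all Runx3-bound regions placed at random outside assembly gaps, as mean and SD over fewer than 1000 placements. Beyond 50 kb the shares are 11.4%, 45.8% and 36.8%, and below 1 kb they are 23.3%, 11.2% and 4.29%.

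Association of the Runx3-bound regions with protein-coding genes through domains of up to 1 Mb gave 5352 of 22350 genes. Of the regions, 75.5% were associated with 2 or more genes, 23.1% with 1 gene and 1.38% with 0 genes. With the extension limited to 100 kb the number was 4121 genes, and with the basal domain alone it was 1085.

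The canonical RUNX motif was present in 4379 Runx3-bound regions (88.8%, interval 87.8 to 89.6%). Windows of the same widths 5 kb away held it in 73.3%, an odds ratio of 2.87 (two-sided Fisher's exact p = 2.47e-111), so that most of the share found in whole regions is also found in sequence of this length beside them. Random windows held it in 68.4% (Fisher's exact p = 5.13e-177). In the 200 bp around the midpoint the motif was present in 65.9% of regions (64.6 to 67.2%) and in 27.8% of flanking windows, an odds ratio of 5.03 (interval 4.68 to 5.42). Regions with H3K4me1 held the motif near the midpoint in 75.8% (74.4 to 77.1%) and their flanks in 28.9%. Regions without H3K4me1 held it in 29.2% (26.5 to 32.0%) and their flanks in 23.4% (odds ratio 1.35, interval 1.14 to 1.59, Fisher's exact p = 0.000578). The odds of the motif near the midpoint were 7.60-fold higher in regions with than without H3K4me1 (interval 6.53 to 8.85, Fisher's exact p = 4.82e-168). The density of motifs at the midpoint was 3.55 times that 2 to 2.5 kb away in regions with H3K4me1, and 1.78 times in regions without.

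**Figure D4:**
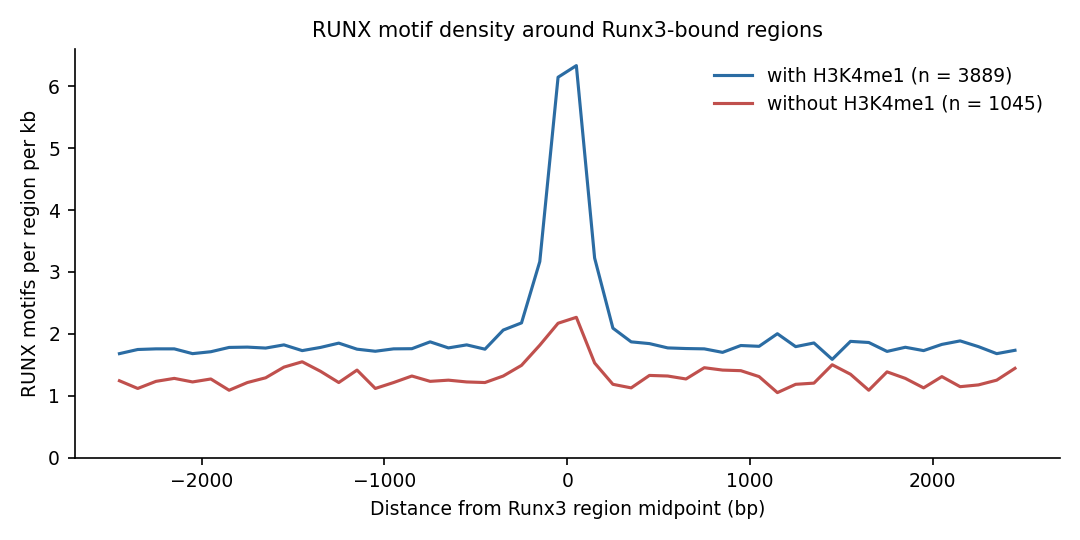
Number of RUNX motifs per region and kb (vertical axis) against the distance from the Runx3 region midpoint in bp (horizontal axis, bins of 100 bp) for the 3889 regions with H3K4me1 (blue) and the 1045 regions without (red). The 200 bp at the midpoint hold 6.24 motifs per kb in regions with H3K4me1 and 2.22 in regions without, against 1.76 and 1.24 at the edges.

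The 4 variants of the motif differed between promoter-proximal and remote regions. Near the midpoint TGTGGT was found in 48.2% of the regions more than 5 kb from a TSS and in 34.0% of those less than 1 kb from one (odds ratio 0.552, Fisher's exact p = 1.03e-15, adjusted p = 1.38e-15 over the 4 variants). TGCGGT was found in 7.17% of the remote and 22.2% of the proximal regions (odds ratio 3.70, Fisher's exact p = 4.57e-36, adjusted p = 1.83e-35), and TGCGGC in 3.11% and 13.4% (odds ratio 4.82, p = 6.17e-30, adjusted p = 1.23e-29). TGTGGC, in 22.5% and 20.2%, did not differ at this number of regions (Fisher's exact p = 0.128, adjusted p = 0.128), and its direction changed when whole regions were searched. Each of the 4 variants exceeded its share in flanking windows in both sets. For TGCGGT the odds ratio against flanks was 21.3 (interval 14.2 to 32.1) in proximal and 5.79 (4.48 to 7.47) in remote regions, and for TGTGGT it was 2.86 (2.40 to 3.42) and 5.14 (4.66 to 5.67). Flanks lie 5 kb from the regions, and windows at other TSSs with matched GC content held TGCGGT in 4.38% and TGCGGC in 6.56%.

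Among all 2080 6-mers, TGTGGT ranked first near the midpoints, present in 46.6% of regions and 15.5% of flanking windows. The 20 highest-ranked 6-mers included 3 of the 4 RUNX variants, 7 that shared 5 of the 6 bases with a variant, and 6 that held GGAA, the core bound by ETS factors. With random windows as background these numbers were 3, 6 and 5. The ETS consensus (A/C)GGAA(A/G) was present near the midpoint in 63.8% of regions against 43.0% of flanks (odds ratio 2.33, interval 2.18 to 2.50, Fisher's exact p = 9.23e-127). The consensus TGA(C/G)TCA of the factor AP-1 was present in 4.56% against 3.30% (interval of the odds ratio 1.18 to 1.66, Fisher's exact p = 0.000186).

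Of the 4 loci set in advance, Cd4 (mm9 chromosome 6, 124814710 to 124838239) held 1 Runx3-bound region, at 124835632 to 124836516 in an intron of Cd4, 2165 bp from its TSS. This region was 885 bp wide, overlapped H3K4me1 and held 7 RUNX motifs. The segment from Cd8b1 to Cd8a (chromosome 6, 71272830 to 71329165) held 5 Runx3-bound regions, at 71290913 to 71291875, 71292466 to 71293520, 71294418 to 71295537, 71307256 to 71308138 and 71319183 to 71320103. All 5 lay between the annotated genes, overlapped H3K4me1 and held between 2 and 4 RUNX motifs. Those at 71290913 to 71291875 and 71292466 to 71293520 met H3K4me1 at an edge only, with their midpoints outside it. Ncr1 (chromosome 7, 4289326 to 4296766) held 0 regions of either list. The segment from Klrb1a to Klrb1f (chromosome 6, 128559245 to 129007489) held 2 Runx3-bound regions, at 128786014 to 128786924 and 128789207 to 128789985. Both were intergenic and overlapped H3K4me1, and Klrb1b was the nearest gene. The same segment held 55 H3K4me1-marked regions.

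**Figure D5:**
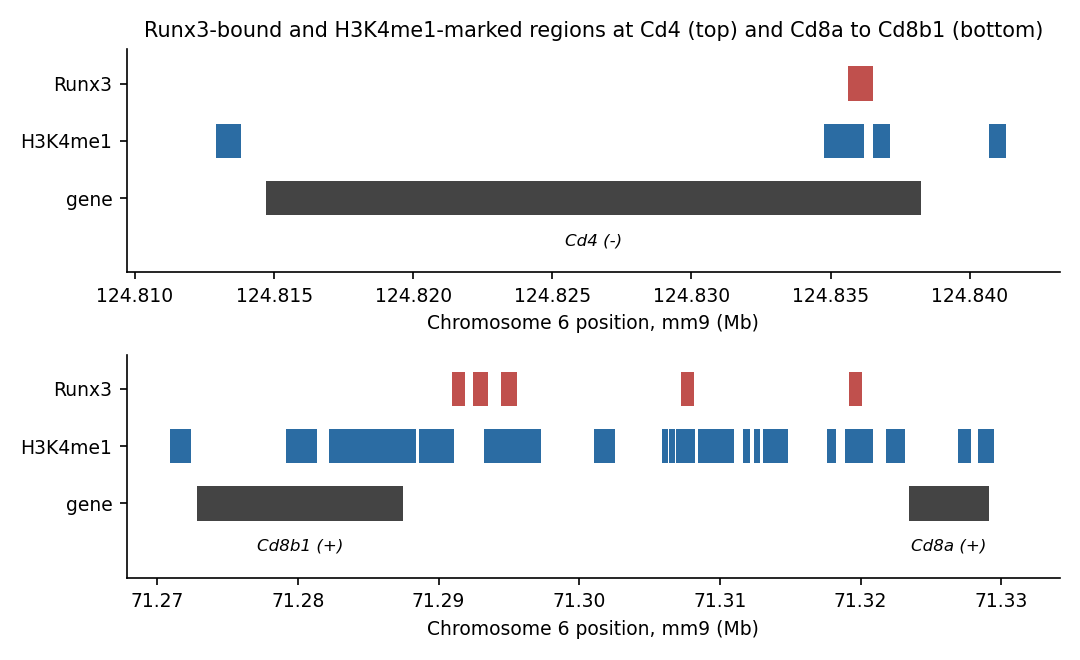
Positions in Mb on mm9 chromosome 6 (horizontal axis) of Runx3-bound regions (red), H3K4me1-marked regions (blue) and annotated genes (grey, strand in brackets) at Cd4 (top) and from Cd8b1 to Cd8a (bottom), each with 5 kb on either side. The single region at Cd4 lies in the gene and the 5 regions of the lower map lie between the genes. All 6 overlap H3K4me1 by at least 1 bp, some of them at an edge only.

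The 10 widest Runx3-bound regions measured 2000 to 5232 bp. The widest, on chromosome 16 at 3240598 to 3245829, was intergenic, had no H3K4me1 and lay 349185 bp from the TSS of the nearest protein-coding gene, Olfr161. The others without H3K4me1 lay in introns of Dock2 (chromosome 11, 34442846 to 34445189) and Mocos (chromosome 18, 24829989 to 24832259) and in the coding sequence of Cdr1 (chromosome X, 58437039 to 58439038). These 4 regions held 15, 4, 16 and 0 RUNX motifs in the order given, and 0%, 0%, 6.78% and 44.1% of the 24-mers around their midpoints were repeated in the genome. Of the 6 with H3K4me1, 1 was in an intron of Shisa5 (chromosome 9, 108953097 to 108955738). The other 5 were intergenic, and their nearest genes were Ifngr2 (chromosome 16, 91533103 to 91535179), Sox5 (chromosome 6, 144850071 to 144852128), Tnfaip3 (chromosome 10, 18904354 to 18906367), Gm6457 (chromosome 18, 14761727 to 14763734) and Zfp36l2 (chromosome 17, 84579720 to 84581723).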

Values the study reported

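The study counted 30.9 M, 32.8 M and 32.5 M uniquely aligned reads for NIS, Runx3 and H3K4me1 after filtering. It reported 4934 Runx3-bound regions in resting CD8-TC, which it associated with 5193 genes. It placed 75% of these regions more than 5 kb from the nearest TSS and about 15% less than 1 kb from one. About 90% of the regions held a RUNX motif. The overlap with H3K4me1-marked regions was given as 80-95% over resting CD8-TC and natural killer cells.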

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

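Of 71 alternative values computed for 22 results, 51 kept their reading, 17 moved, 2 became stronger and 1 reversed. A tested value kept its reading when its direction and side of the threshold were unchanged, whatever its size, another value when it stayed within the 95% interval, and a count when it stayed within 1.5 times the reported count, as did 4121 genes with an extension of 100 kb against 5352 and 3 chromosomes called against 2. The alternatives for the gene associations, the motif by H3K4me1, the motif variants, the 6-mers and the placement outside assembly gaps (20 values) were chosen after the data were examined. No paired analysis was possible because each list was called on the joined repeats. For the same reason no repeat could be left out. The alternatives that filter on a score, and the score comparison itself, were not run because the lists hold no score. Random windows as background cannot change the share of regions with a motif and were applied to its odds ratio alone.

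The share of Runx3-bound regions with H3K4me1 (78.8%) moved to 68.8% when 50% of the region had to be covered, 66.1% with the midpoint inside, 70.6% with regions of 200 bp, 70.3% with the wider H3K4me1-marked regions alone and 80.2% on autosomes. The share of H3K4me1-marked regions with Runx3 (5.49%) moved to 0.966%, 4.04%, 4.43% and 9.15% under the first 4 of these, and to 7.35% with neighbours merged. For the 0.966%, 50% of the H3K4me1-marked region had to be covered by Runx3-bound regions. Stricter definitions of overlap admit fewer overlaps by construction. The rises to 80.2%, 9.15% and 7.35% came with fewer regions in the list, not with more overlapping regions. The excess over random placement lay between 4.36 and 15.4-fold over 9 alternatives, each with a permutation p of 0.001, and the smallest came from local placement, where part of the excess is shared by the surroundings of Runx3-bound regions. Outside assembly gaps it was 11.9-fold.

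Merging neighbours within 1000 bp gave 48155 H3K4me1-marked regions with a median of 1536 bp, and the wider regions alone had a median of 1645 bp. The share of Runx3-bound regions more than 5 kb from a TSS was 62.3% from the nearest edge and 70.8% with protein-coding transcripts. The number of associated genes was 1085 with the basal domain alone. The share of regions with a RUNX motif fell from 88.8% to 65.9% when only the 200 bp around the midpoint were searched. These follow from the definitions. Chromosomes 3 and X passed the threshold in each of the 3 comparisons, and chromosomes 11 (covered length) and 8 (merged) passed it in 1 each. The odds ratio of TGTGGC between proximal and remote regions reversed from 0.871 to 1.07 when whole regions were searched, and the cause was not tested. It passed an unadjusted p of 0.05 with protein-coding transcripts (0.810, Fisher's exact p = 0.0256) and on autosomes (0.836, p = 0.0491). The pooled calls limit every result to differences between sets of regions. As the lists hold called regions alone, a region absent from a list cannot be told from one under the calling threshold.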

Other observations

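The tests of regions by their distance from a TSS or from H3K4me1, of GC content, of the share within 1 kb of H3K4me1, the comparison of mirror images, the first pair of tests on chromosome X the comparison of motif variants over 2 backgrounds, and the sizes of 6-mer and degenerate-motif excesses with their limit of 10 percentage points were chosen only after a related result had been seen, and the patterns themselves were found in these data. All libraries came from the same type of cells, so no explanation by a difference between groups was tested, and binding through another factor was the biological explanation examined.

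The 1045 Runx3-bound regions without H3K4me1 were narrower and lay farther from TSSs than those with it. They also held a RUNX motif less often, near the midpoint (29.2% against 75.8%) and in the whole region (63.3% against 95.6%). The set as a whole was not devoid of sequence-specific binding, because its motif share exceeded that of its flanks with an odds ratio of 1.35 (interval 1.14 to 1.59). The excess was unevenly spread. For the 203 regions within 10 kb of an H3K4me1-marked region the odds ratio was 3.23 (2.27 to 4.59), with the motif in 56.7% against 28.8% of flanks. For the 842 regions more than 10 kb from H3K4me1 it was 1.02 (0.840 to 1.25, Fisher's exact p = 0.839), with the motif in 22.6% against 22.1%. Against flanks that were not repeated sequence it was 1.04 (0.845 to 1.27). Split by TSS distance, the odds ratio was 3.35 (2.09 to 5.36) in the 117 regions less than 1 kb from a TSS. It was 1.29 (interval from 1.00 to 1.66) in the 449 regions at 1 to 50 kb, where an excess was not clear (Fisher's exact p = 0.0575), and 1.07 (0.822 to 1.39) beyond 50 kb, whereas regions with H3K4me1 beyond 50 kb reached 7.74 (5.94 to 10.1). In the 842 regions the excess of motif over flanks was 0.887% of that in regions with H3K4me1. It was 7.17% at the upper end of the interval of their motif share, which leaves out the counting error of flanks and of regions with H3K4me1. These 842 regions are therefore consistent with calls that do not mark sequence-specific binding of Runx3, or with recruitment that leaves no motif excess. The peak list does not separate these.

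Further technical explanations of the regions without H3K4me1 were examined. Repeated sequence was found at the midpoint of 0.287% of them, against 11.8% of flanks and 0.180% of regions with H3K4me1. This speaks against highly repeated sequence in the assembly, although the authors' filter for unique reads removes such positions in advance. Sequence in 2 or more copies was more frequent at their midpoints (2.49%) than at those of regions with H3K4me1 (0.746%), but less frequent than in their flanks (17.5%). These shares include the windows already counted as repeated sequence. Sequence in 2 or more copies stays a candidate for the 2.49% of regions. Only 1.15% lay within 100 kb of an assembly gap, against 1.73% ± 0.405 (SD) by random placement (permutation p = 0.95), which argues against copies collapsed beside gaps. The median GC content at the midpoint of the 842 regions was 36.5%, against 40.4% ± 0.375 (SD of the medians) for windows placed at random equally far from H3K4me1. The difference of -3.90 percentage points (two-sided permutation p = 0.002, the smallest that 1000 placements can give) and a median difference of -1.25 points from their own flanks (-1.75 to -0.500) are consistent with a bias linked to GC content, which stays open. The random windows include repeated sequence, which the regions mostly lack, and this part of the difference was not separated. Width alone did not account for the TSS distances: within width deciles regions without H3K4me1 lay beyond 50 kb more often by a mean of 34.8 percentage points (20.4 to 39.1 over deciles). Of the 842 regions, 2.38% had another of them within 10 kb, against 0.729% ± 0.397 by random placement (permutation p = 0.001), so duplicated segments in the animals' genome remain a candidate for these few and were not tested for the rest.

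H3K4me1 just below the calling threshold at the edge of a marked region would place unmarked regions close to marked ones. Within 10 kb the share was 19.4%, not above the 20.2% ± 1.22 of random placement (permutation p = 0.75). This value joins a deficit and an excess. At 1 to 10 kb the share was 7.94% (83 regions), below the 16.7% ± 1.13 of random placement (permutation p = 0.001 for a lower share). Within 1 kb it was 11.5% (120 regions) against 3.52% ± 0.561 (permutation p = 0.001). A threshold effect may therefore account for part of those 120 regions. Their median GC content near the midpoint was 55%, against 43.5% in their flanks. In unmarked regions less than 1 kb from a TSS it was 54.5% near the midpoint. For those 120 regions the distances do not separate a threshold effect from a position near a TSS. Weak H3K4me1 at the Runx3 site itself, away from any marked region, would not show in these distances, so for the other regions a threshold effect cannot be told apart from a lack of the mark. The median distance to H3K4me1 was 286618 bp, against 88515 bp ± 9698 (SD of the medians) for random placements.

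The difference in motif between regions with and without H3K4me1 (odds ratio 7.60) stayed far above 1 when compared within strata. The common odds ratio was 6.63 (5.66 to 7.77) within width deciles, 4.63 (3.89 to 5.51) within deciles of GC content and 7.04 within 4 bins of TSS distance, so that width, base composition and TSS distance did not account for it, although GC content took up part. Binding through the motif of another factor was examined by 6-mers. In the regions without H3K4me1, 78 6-mers outside the RUNX class were enriched near the midpoint at an adjusted p under 0.05, but 76 of these held a CpG. Once regions less than 1 kb from a TSS were left out, 2 6-mers were enriched, TGGTTT and GATGTT. TGGTTT begins with TGGT, the end of the RUNX variant TGTGGT, so it may be part of a RUNX site. TGTGGT itself was found in 18.3% of these regions and 13.3% of flanks, without passing the threshold. The whole set had been set to be read by the count of enriched 6-mers, but promoter composition and another factor cannot be told apart in it. The subsets were first read by the same count with all flanks as background, which gave 68 6-mers for the whole set, 3 more than 1 kb from a TSS and 4 more than 10 kb from H3K4me1. Because flanks held more repeated sequence than the regions, such flanks were then left out. In the 842 regions more than 10 kb from H3K4me1, 0 of 2080 6-mers were then enriched at an adjusted p under 0.05, with 157 at an unadjusted p under 0.05 in either direction. As a motif can spread over several 6-mers, motifs of 6 bp with up to 2 degenerate positions were also searched. Their largest excess over flanks was 8.90 percentage points more than 1 kb from a TSS (upper end of the interval 12.9) and 9.25 points in the 842 regions (upper end 13.5). The former motif, (A/T)(A/G)GTTT, also covers TGGTTT. Shuffled midpoints and flanks gave largest excesses of 8.17 ± 0.701 and 8.55 ± 0.687 points (permutation p = 0.14 in both). In as many regions with H3K4me1 as there were without, the same search returned the ETS consensus with 26.1 points (permutation p = 0.001, the smallest that 1000 shuffles can give). No motif of that strength was thus found in these subsets, but since both intervals reach past 10 points, a weaker motif of another factor, or a mixture of several, stays open.

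The odds ratio of chromosome X compares Runx3-bound with H3K4me1-marked regions, and both were sparser there. The density of all Runx3-bound regions on chromosome X was 0.427 times and that of H3K4me1-marked regions 0.278 times that on the autosomes, so that the larger deficit of H3K4me1 is a candidate explanation for part of the odds ratio. Runx3-bound regions without H3K4me1, however, were denser on chromosome X, with 0.576 against 0.384 per Mb. Among Runx3-bound regions with H3K4me1 the odds ratio of chromosome X against H3K4me1-marked regions was 0.583 (0.429 to 0.794), and among those without it was 5.41 (4.35 to 6.71). On chromosome X the regions without H3K4me1 held the motif near the midpoint in 17.7% (11.4 to 26.5%) and their flanks in 21.4%. If calls far from H3K4me1 were spread evenly over such sequence, chromosome X and autosomes would have the same density. The ratio was 1.37 (1.09 to 1.72, exact binomial p = 0.00664), so neither an even spread nor the scarcity of H3K4me1 alone describes them. The cause of this excess of unmarked calls stays open, and the sex of the mice and the copy number of chromosome X were not used here.

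TGCGGT or TGCGGC near the midpoint of proximal regions could follow from the base composition of promoters. A first comparison set the 1022 proximal Runx3-bound regions (33.0%) against windows at other TSSs matched on GC content (10.6%), which gave an odds ratio of 4.16 (3.53 to 4.91). Any RUNX variant exceeds such windows at Runx3-bound sites, so this does not address the difference between proximal and remote regions. Remote regions, with 9.77% against 2.89% of GC-matched flanks, had an odds ratio of 3.64 (2.87 to 4.63). The ratio of both odds ratios was 1.14 (0.856 to 1.53), so that no proximal preference for these variants beyond the background was detectable, and the pattern is consistent with base composition. For TGTGGT the ratio was 0.711 (0.583 to 0.868), so its lower share in proximal regions was not accounted for by these backgrounds, and no other explanation of it was tested.

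Of 3667 Runx3 midpoints inside H3K4me1 domains (neighbours within 1000 bp merged), 406 (11.1%) fell in a gap between 2 H3K4me1-marked regions. A first test set this against the 8.13% of domain length in gaps (exact binomial p = 5.29e-10), but gaps lie in the interior of domains by construction. The midpoints were therefore also compared with their mirror images about the centre of the same domain, a test chosen after the first result. The mirror images fell in gaps 317 times (8.64%), a ratio of 1.28, with 310 pairs in which only the midpoint and 221 in which only the mirror image lay in a gap (exact two-sided sign test p = 0.00013). A dip of H3K4me1 at the Runx3 site, as over a nucleosome-poor site, may split the calls there. The signal tracks that would show such a dip were not used here.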
